A study of Mus musculus with 8 samples.

How the data were processed

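The series holds single-nucleus RNA libraries (10x Genomics droplets) of adult mouse heart. The labels give 8 libraries in 4 groups of 2, by sex and by genotype: non-transgenic (nTg) and transgenic for cyclin A2 (Tg). The values are UMI counts per gene and barcode. The deposited matrices hold these counts as whole numbers, with no normalization by the authors. Per the file headers, the counts come from Cell Ranger 7.0.0. The genome build, the annotation, the counting of introns and the rule that called barcodes as cells are not stated in the headers. Each matrix lists 32285 genes.

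The 8 matrices held 5 distinct sets of values. The matrices under nTg female 2, nTg male 1 and nTg male 2 were identical, entry for entry, to those under Tg female 2, Tg male 1 and Tg male 2. They had 8062, 8992 and 8931 columns, against 7583, 8896 and 11241 barcodes in their own barcode lists, while the column counts matched the lists of the 3 Tg libraries. A library was retained only if its matrix had as many columns as its own barcode list. This kept 5 libraries: 1 labelled nTg female, 2 labelled Tg female and 2 labelled Tg male. The data of the other 3 libraries were not analysed here. With 1 nTg library, no test of genotype was made, and the male genotype contrast, the sex contrast in nTg and the interaction of genotype and sex could not be computed. Because Ccna2, the gene of the transgene, was at odds with 2 of the labels, libraries are named by label throughout, and the genotype of an animal was never inferred from its values.

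The total depth of the retained libraries ran from 25045167 UMIs in 8062 barcodes (labelled Tg female 2) to 38593706 UMIs in 10642 barcodes (labelled Tg female 1). Barcodes with at least 200 detected genes and under 5% mitochondrial UMIs were kept. Doublets were scored per library with the scrublet method as built into scanpy, at an expected rate of 6%, and those called were removed (between 7.65% and 10.0% of the barcodes that had passed). A library with under 0.5% called would have lost its top 5% instead, which did not occur. The steps kept 5772, 8839, 6296, 7226 and 6173 nuclei in the libraries labelled nTg female 1, Tg female 1, Tg female 2, Tg male 1 and Tg male 2.

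Nuclei of the 5 libraries were clustered together on 2000 variable genes and 30 principal components, centred within each library. Leiden clusters were found at resolution 1 on a graph of 15 nearest neighbours. Ccna2 and the sex-linked genes were left out of this step. A cluster took the name of the type with the highest mean log2 fold of its listed markers when at least 3 of them were raised, with a log2 fold above 1 and in at least 5% of nuclei. Among its 10 leading genes, markers of that type had to be at least as many as those of any other type. A cluster with a median depth under 1/3 of that of its libraries and no own marker among the leading genes stayed unnamed. Clusters where the type led the next by under 0.5 on the log2 scale, or with 3 or more cell-cycle genes among the leading 10, were also left unnamed, and these 2 rules were set after the clusters had been seen. This gave 12 cell types. The 5 unnamed clusters held 650, 584, 350, 130 and 73 nuclei. Those of 650 and 350 were nearest to the endothelial and endocardial types, and are missing from the shares and sums of these types. That of 584 scored highest for adipocytes, with 0 raised markers, and next for fibroblasts, with 5. At resolution 0.5 several of its leading genes led a cluster named fibroblast, so the fibroblast shares and sums probably lack these nuclei. At resolution 0.5 only the clusters of 130 and 73 nuclei were unnamed, and that setting was run for the shares alone. The names mark resemblance to the marker lists only. Nuclei called cardiomyocyte were clustered again at resolution 0.5.

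UMI counts were summed per library and cell type. Genes kept by filterByExpr were tested with the edgeR quasi-likelihood test after TMM scaling, with Benjamini-Hochberg (BH) adjustment and a threshold of 0.05. For sex, 1 fit used the 5 libraries with genotype as a covariate and another used the 4 libraries labelled Tg. With the covariate, the single nTg library takes up the genotype term, so the sex effect rests on the 4 libraries labelled Tg, and the fits differ in the genes tested and in the variance estimates. Other cell types were tested in the same way where each library had at least 50 nuclei (8 types with cardiomyocytes, 40 sums). The genes named for each contrast were the 5 with the highest and the 5 with the lowest log2 fold change that had an adjusted p under 0.05, at least 10 CPM (counts per 1000000 UMIs) in the higher arm, and every library of one arm above every library of the other. Ccna2 and the sex-linked genes are named whatever their values. The test was tested on simulated data, with counts for the 4 libraries labelled Tg and 200 of 15169 genes changed. There edgeR called 50.5% of the changed genes and 83.2% of those changed at least 4-fold, and 15.1% of its calls were false. DESeq2 called 54.5% of the changed genes, with 21.0% of its calls false.

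Gene sets (S phase, G2M phase, cytokinesis, fetal cardiac genes, sarcomere, fatty acid oxidation and calcium handling) were tested with camera at its preset correlation, and with fry. Shares of nuclei were compared by a 2-sided exact permutation test of library values. This test cannot fall under 0.333 with 2 libraries against 2, or under 0.1 with 3 against 2, so no share can pass 0.05. Nuclei were counted as cycling when they had UMIs of at least 2 genes of the S or G2M set after thinning to 1000 UMIs. This counts transcripts, and a nucleus so counted need not be dividing. For the single nTg library, genes with at least 50 CPM on either side were counted when the library lay 2-fold or more from the mean of the comparison libraries and outside their range, with no test. Set medians were placed among those of 10000 random lists matched for expression.

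Intervals are 95% and exact: Clopper-Pearson for shares, Poisson for counts. A count of 0 is given with the limit of 3 counts. Both cover counting error only, not differences between animals. Gene positions are from GENCODE vM21 (build GRCm38), matched by Ensembl identifier for 32235 genes, with 50 not found. The build the authors used may differ, so positions locate the genes and carry no measurement.

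The groups, the tests, the gene lists for sets and markers, the rule for named genes and a first list of other settings were fixed before the data were examined. These settings were DESeq2 with its size factors, no filter on low counts, at least 10 UMIs in every library, called doublets kept, at least 500 genes with under 1% mitochondrial UMIs, a block for the replicate number, thinning to the smallest library, no genotype covariate, leaving out each replicate, Leiden resolution 0.5 for cell types and 0.3 for subclusters, and at least 3 genes or no thinning for cycling nuclei. For gene sets they included fry and an estimated correlation, and for cell type shares at least 500 genes alone. Settings added after the data were seen were leaving out 1 Tg female library in the sex fits without a covariate, leaving out the nTg female library for other cell types, no covariate for other cell types and gene sets, and the replicate block for other cell types. A list of clock genes and a list of glucocorticoid targets were also written later. The replicate numbers did not pair the libraries (correlation of the deviations of replicate 1 in the Tg female and Tg male libraries across 7034 genes, 0.0327), so the block is reported only as an alternative.

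The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.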

Results

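Transcripts were counted in single nuclei of adult mouse hearts, either non-transgenic (nTg) or transgenic for cyclin A2 (Tg), a cell-cycle regulator encoded by Ccna2. Of the 8 libraries in the series, 5 had values of their own and were analysed: nTg female 1, Tg female 1, Tg female 2, Tg male 1 and Tg male 2. The number of libraries was thus 1 labelled nTg female, 2 labelled Tg female and 2 labelled Tg male. Replicates within the nTg label were lacking, so every comparison with it is given without a test. The libraries held 34448526, 38593706, 25045167, 35634469 and 35756010 UMIs in total, in the order above. After filtering, the median depth per nucleus was 3054.5, 2644, 2083.5, 2821 and 2710 UMIs. The cardiomyocyte class held 1138, 2003, 959, 1309 and 1185 nuclei, with 9715616, 13520993, 6201633, 11291752 and 10810506 summed UMIs. All groups below are those of the labels, which the measured Ccna2 contradicted in 2 libraries.

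The first comparison asked how much Ccna2 (ENSMUSG00000027715, GRCm38 chromosome 3, 36564865 to 36572150, minus strand) each library carried in cardiomyocytes, the cell type the study's title links to CCNA2. The counts do not separate the mouse gene from a transgene of the same sequence. The library labelled nTg female 1 had 447 CPM (exact Poisson interval 434 to 460, from 4341 UMIs). The library labelled Tg female 1 had 0.518 CPM (0.208 to 1.07, from 7 UMIs). The libraries labelled Tg female 2, Tg male 1 and Tg male 2 had 820 CPM (798 to 843), 231 CPM (222 to 240) and 143 CPM (136 to 150). The level in the nTg library was therefore 1.497 times the mean of the libraries labelled Tg (298.5 ± 360.3 CPM, SD, n = 4), a difference smaller than their spread. Leaving out the library labelled Tg female 2 moved this ratio most, from 0.58 to 1.84 on the log2 scale. The nTg library then lay above each of the remaining 3. Without Tg female 1 it was 0.17. The genotype labels and Ccna2 were opposed in the libraries labelled nTg female 1 and Tg female 1, and every direction drawn from these labels carries that limit.

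Ccna2 was concentrated in a minority of cardiomyocyte nuclei. A Ccna2 UMI was found in 143 of 1138 nuclei (12.6%, Clopper-Pearson interval 10.7 to 14.6) of the library labelled nTg female 1 and in 7 of 2003 (0.349%, 0.141 to 0.719) of that labelled Tg female 1. The shares were 15.6% (13.4 to 18.1) in Tg female 2, 7.18% (5.84 to 8.72) in Tg male 1 and 4.39% (3.29 to 5.71) in Tg male 2. For background, the share among endothelial nuclei was 1.59%, 0.0675%, 2.33%, 0.625% and 0.486% in the 5 libraries. Median depths were 7768.5, 6129, 5748, 7777 and 8021 UMIs in cardiomyocytes and 2178, 1841.5, 1550, 2001 and 1943.5 in endothelial nuclei. After thinning to 1000 UMIs per nucleus, the cardiomyocyte shares were 10.1%, 0% (0 of 1969 nuclei, which allows up to 0.152%), 13.3%, 5.62% and 3.05%, against 0.847%, 0.0728%, 1.30%, 0.0728% and 0.250% in endothelial nuclei. At equal depth the share in cardiomyocytes of Tg female 1 was thus at background. At least 10 Ccna2 UMIs were present in 110, 0, 114, 70 and 36 cardiomyocyte nuclei. Between the sexes, within the Tg label, Ccna2 was 410 ± 579 CPM in the female and 187 ± 61.9 CPM in the male libraries (SD, n = 2 each). The log2 difference was 1.07 in the fit of these 4 libraries (SE 1.75, edgeR adjusted p 0.957) and 1.05 in the fit of 5 libraries with the genotype covariate (SE 1.72, edgeR adjusted p 0.950), with 1 of the 2 female libraries above both males and the other below both.

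**Figure D1:**
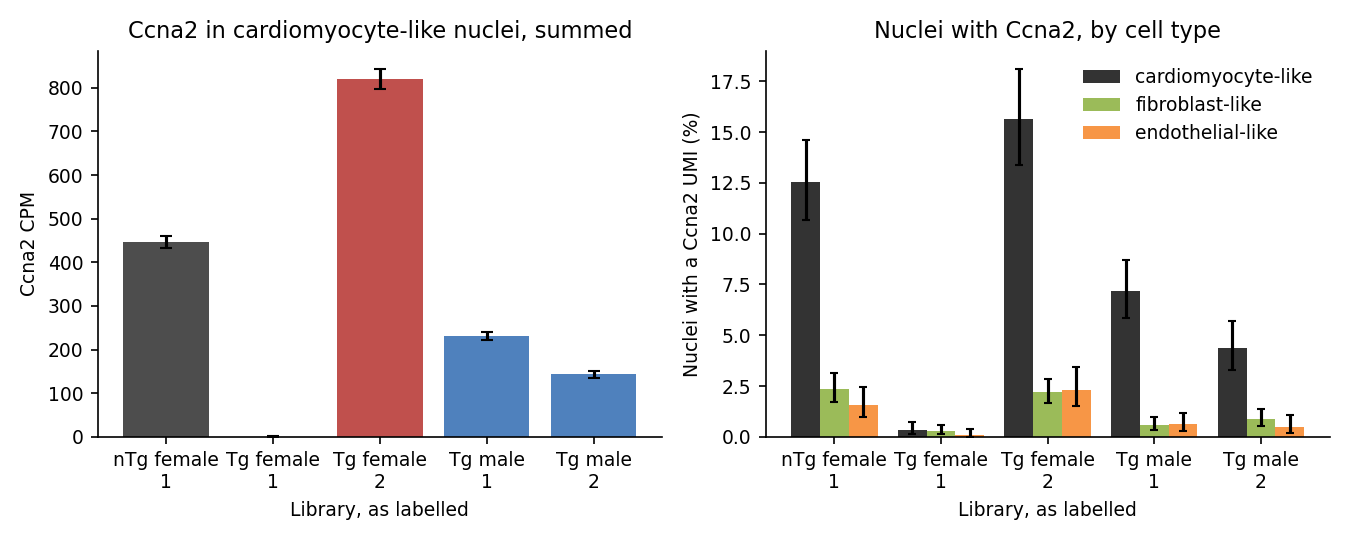
Ccna2 per library in cardiomyocyte nuclei: bars give the summed level in CPM (left) and the percent of nuclei with a Ccna2 UMI in cardiomyocyte, fibroblast and endothelial classes (right), with exact 95% intervals. The library labelled nTg female 1 lay at 447 CPM and that labelled Tg female 1 at 0.518 CPM.

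The sex labels were compared with sex-linked transcripts summed over all nuclei. Xist (GRCm38 chromosome X, 103460366 to 103483254) was 1273 ± 137 CPM in the 3 libraries labelled female (SD, n = 3) and 4.19 ± 4.94 in the 2 labelled male (SD, n = 2). Of the Y-linked genes, Uty was 213.9 ± 2.97 CPM in the male libraries against 0.734 ± 0.460 in the female ones. Ddx3y was 80.7 ± 4.63 against 0.577 ± 0.261, Eif2s3y 77.5 ± 21.7 against 0.181 ± 0.249, and Kdm5d 39.6 ± 9.15 against 0.128 ± 0.165 CPM. For each of the 5 genes, every library of one sex lay above every library of the other. The sex labels and these transcripts went together in all 5 libraries.

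**Figure D2:**
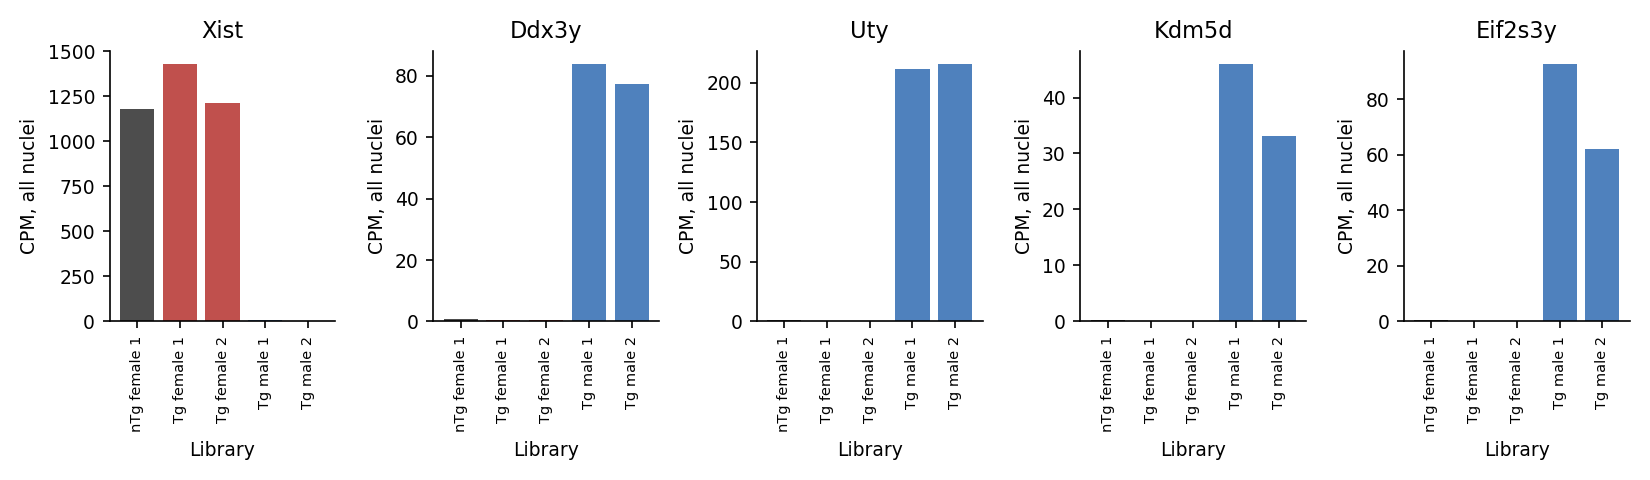
Xist and 4 Y-linked transcripts in CPM over all nuclei, 1 bar per library as labelled, on linear axes that differ between genes. Xist ran from 1179 to 1431 CPM in the libraries labelled female and from 0.699 to 7.69 in those labelled male.

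The effect of genotype on cardiomyocytes could be looked at only as 1 library against others. The library labelled nTg female 1 lay 2-fold or more above the mean of the 4 libraries labelled Tg, and outside their range, for 9 of 3391 genes considered, and as far below for 11. Each other library was counted against the remaining 4 in the same way. This gave 8 genes higher and 24 lower for Tg female 1, 62 and 24 for Tg female 2, 12 and 2 for Tg male 1, and 12 and 20 for Tg male 2, so that only Tg male 1 had fewer genes apart than the library labelled nTg. Leaving out Tg female 1 moved the count most, to 11 higher and 21 lower. The 5 genes with the highest ratio were Shisa6 (54.7 CPM, interval 50.1 to 59.5, against 14.3 ± 6.23, SD, n = 4), Smim3, Elmo1, Pla2g4e and E230001N04Rik, with log2 ratios from 1.93 down to 1.38. The lowest ratio belonged to Uty, which the 2 male libraries alone expressed: the nTg library had 0.206 CPM (0.0249 to 0.744, from 2 UMIs). Gm29040, Pdk4, Txnip and Rrad followed. Pdk4 (GRCm38 chromosome 6, 5483351 to 5496309) was 76.5 CPM (71.1 to 82.2) against 567 ± 308 (log2 ratio −2.89), and Txnip (chromosome 3, 96557957 to 96561883) 97.4 CPM (91.3 to 103.8) against 457 ± 42.4 (log2 ratio −2.23). Against the 2 libraries labelled Tg female alone, 24 of 3442 genes were higher and 27 lower. The extremes there were E230001N04Rik, Arrdc2, Pla2g4e, Shisa6 and Fkbp5 on the higher side and Gm29040, Gm20757, 9230112J17Rik, Txnip and Fgf7 on the lower side. Since Ccna2 contradicted the labels of nTg female 1 and Tg female 1, none of these differences can be assigned to the transgene.

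The same library was compared with those labelled Tg for the fixed gene sets. Its median log2 ratio was −0.26 over 13 fatty acid oxidation genes, at percentile 0.01 of the random lists (95% of which lay between −0.12 and 0.12), and −0.29 over 9 fetal cardiac genes, at percentile 0.86. The medians of the other sets lay inside their random ranges: −0.02 for S phase, −0.04 for G2M phase, 0.04 for cytokinesis, −0.09 for sarcomere and −0.03 for calcium handling. With 1 library, these places reflect differences between genes, not between animals.

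Sex differences in cardiomyocytes were tested across the 5 libraries with genotype as a covariate. edgeR called 4 of 16340 genes at an adjusted p under 0.05, all Y-linked and lower in the libraries labelled female, and 1133 genes had an unadjusted p under 0.05. Uty (Y, 1096861 to 1245759) had a log2 difference of −9.39 (SE 0.28, adjusted p 5.05e-05) and Ddx3y (Y, 1260771 to 1286629) of −7.75 (SE 0.33, adjusted p 0.000335). Eif2s3y (Y, 1010543 to 1028847) and Kdm5d (Y, 897788 to 956786) had 0 UMIs in the 3 female libraries. Against the limit of 3 UMIs they were at least 154-fold lower (edgeR adjusted p 0.00181) and at least 85.0-fold lower (edgeR adjusted p 0.00585). Each of these 4 genes was lower in 3 of 3 female libraries than in both males. Xist was higher in 3 of 3 female libraries, by 6.29 on the log2 scale (SE 1.14), yet had an edgeR adjusted p of 0.312, with 19.6 CPM in the library labelled Tg male 1 and 0.463 in Tg male 2. Of the 5 sex-linked genes, 5 passed the threshold when adjusted over the list alone, against 4 over all genes tested. The alternative that moved the count most was to test genes without a filter, which gave 252 calls. Under DESeq2 there were 84, and with at least 10 UMIs required in every library, which removes the Y-linked genes, there were 0 (948 at an unadjusted p under 0.05).

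In the 4 libraries labelled Tg, the same 4 genes were called out of 15169 (1069 at an unadjusted p under 0.05). The other 2 ways to split these libraries into pairs gave 1 call each. The sex contrast in nTg, the genotype contrast in males and the interaction of sex and genotype were not computed, since their groups had 0 or 1 library.

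**Figure D3:**
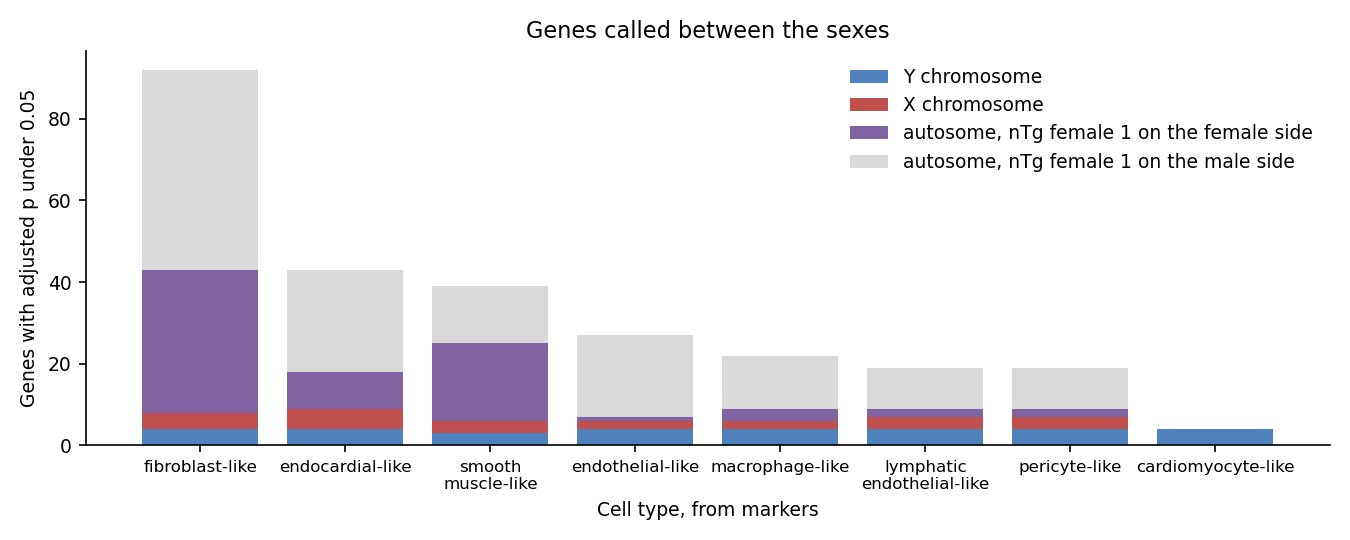
Number of genes with an edgeR adjusted p under 0.05 between the sexes in each cell type, split by chromosome and, for autosomal genes, by the side of the midpoint on which the library labelled nTg female 1 lay. Of 212 autosomal calls over the 8 cell types, 71 had that library on the female side and 141 on the male side.

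For the gene sets too, the sex effect rested on the 4 libraries labelled Tg. There fetal cardiac genes were higher in the female libraries (median log2 difference 0.83, 8 of 9 genes up, camera BH-adjusted p 9.35e-05) and fatty acid oxidation genes lower (median −0.21, 2 of 13 up, camera BH-adjusted p 0.00087). Neither call held under fry (adjusted p 0.395 for both) or under camera with an estimated correlation (0.469 and 0.712). The median differences of the other sets were −0.03 for S phase (camera adjusted p 0.652), −0.01 for G2M phase (0.977), 0.11 for cytokinesis (0.652), 0.06 for sarcomere (0.977) and 0.09 for calcium handling (0.326). Without the covariate the G2M median was 0.04, so no direction is drawn for it. Over all genes tested, 0 members of any set were called (9 of 110 at an unadjusted p under 0.05). When adjusted over the list alone, 3 fetal cardiac genes (Nppb, Ankrd1 and Acta2) and 1 fatty acid oxidation gene (Pdk4) passed the threshold, and 0 of the 110 members of the sets pooled into 1 list. Acta2 was higher and Pdk4 lower in 3 of 3 female libraries than in both males, while Nppb and Ankrd1 were higher in 2 of 3. Nppb was 138 and 137 CPM in the libraries labelled Tg female and 62.5 and 38.2 in the male ones, with the nTg library at 60.2. Of the fetal cardiac genes, the nTg library lay above both males for Acta1, Acta2 and Dab2. It lay below both for Myh7, Ankrd1 and Xirp2, and between them for Nppa, Nppb and Runx1.

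In the other 7 cell types tested, the libraries labelled female and male differed at an adjusted p under 0.05 (edgeR) in 92 of 15911 genes in fibroblasts, 43 of 9767 in endocardial nuclei, 39 of 6588 in smooth muscle, 27 of 13647 in endothelial nuclei, 22 of 11750 in macrophages, 19 of 11033 in pericytes and 19 of 8360 in lymphatic endothelium. Depth differed widely between these classes, from between 5841967 and 8324998 summed UMIs per library in fibroblasts to between 187516 and 569216 in smooth muscle. Xist was called as higher in female libraries in all 7 types, and Uty, Ddx3y and Eif2s3y as lower. Kdm5d was lower in 6 types but missed the threshold in smooth muscle (edgeR adjusted p 0.311), where the 3 female libraries had 0 UMIs. Tsix, which overlaps Xist on the opposite strand and whose reads may not be separable from it, was called in all 7. By number of genes, the alternative that moved a count most was a replicate block, with 323 genes in place of 27 in endothelial nuclei. In relative terms the fall in smooth muscle under DESeq2 was larger, to 3 genes in place of 39. The fit without the genotype covariate gave between 5 and 14 genes per type. The replicate block and the fit without the covariate were chosen for these cell types after seeing the data.

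Beyond the sex chromosomes, genes that met the naming rule included the following. In fibroblasts, Shisa9 was lower in the female libraries (log2 difference −4.53, edgeR adjusted p 0.00177), and Gm36388, Gm4951 and Pzp were higher (3.13, 2.26 and 2.00). In macrophages, Gm16183 (3.06) and Ccl2 (2.60) were higher, as was Nrcam (edgeR adjusted p 0.00158), with 66 UMIs against 1 in the libraries labelled Tg, a ratio of 87.4 (exact interval 15.1 to 3503), and Ddit4 (−3.78, edgeR adjusted p 0.000419) was lower. In pericytes, Aldh1a1 was lower (−2.91, edgeR adjusted p 2.97e-05) and Gm48091 higher (1.27). In endothelial nuclei, Nppb (2.97), Lrmp (2.63) and Efna5 (1.21) were higher and Hhipl1 lower (−2.95). In endocardial nuclei, Nox4 (2.996) and Myh11 (50 UMIs against 3, ratio 24.2, exact interval 7.81 to 121) were higher and Hif3a lower (−3.13). In lymphatic endothelium, Cacna1a (2.52), the X-linked Kdm5c (1.55) and Gm44148 (1.47) were higher and Apod lower (−2.57). In smooth muscle, Gxylt2, Smoc1 (3.97) and Ank2 (3.45) were higher and Fkbp5 (−2.65) and Gm22146 lower (25 UMIs in the male against 2 in the female libraries labelled Tg, ratio 17.5, exact interval 4.36 to 152). Gxylt2 had 0 UMIs in the male libraries and was at least 3.88-fold higher. Gm22146 lies within Fkbp5 and Gm16183 within Cacna1a, each on the opposite strand, and their reads may not be separable from those of the longer gene. The rule compares the libraries labelled Tg, so each of these genes separated the 2 female from the 2 male ones. The level of several rested on 1 library: Tg female 1 held 76 of the 77 Gxylt2 UMIs, and had 299 CPM of Smoc1 against 15.999 in Tg female 2, and 69.1 CPM of endocardial Myh11 against 4.45. Some of these genes were leading genes of another type: Nppb of cardiomyocytes, Myh11 of smooth muscle and Smoc1 of endocardial nuclei. Whether free RNA or mixed nuclei brought them into the sums named here was not tested.

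The library labelled nTg female 1, which shares the female label, often lay with the males. Aldh1a1 in pericytes was 355.6 CPM in it, 65.8 and 44.0 in the libraries labelled Tg female, and 338 and 518 in the male ones. Ddit4 in macrophages was 66.5 CPM, against 3.42 and 8.70, and 83.3 and 76.1. Of 265 calls in the 8 cell types, 22 were on X, 31 on Y and 212 on autosomes. Among the autosomal calls the nTg library lay on the female side of the midpoint for 71 (33.5%).

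Shares of the cell types were compared between the sexes within the Tg label. Cardiomyocytes made up 18.9% ± 5.25 of nuclei in the female and 18.7% ± 0.765 in the male libraries (SD, n = 2 each; 19.7% in the nTg library, interval 18.7 to 20.8). Leaving out a female library moved this difference most, from 0.291 percentage points to −3.42 without Tg female 1 and to 4.01 without Tg female 2. Fibroblasts made up 38.3% ± 5.36 against 33.4% ± 0.0875, endothelial nuclei 16.6% ± 0.277 against 19.97% ± 0.0342, macrophages 6.56% ± 1.08 against 8.14% ± 0.578 and pericytes 5.81% ± 0.404 against 6.99% ± 0.542. At resolution 0.5, where most nuclei of the unnamed clusters took a name, the fibroblast difference was 6.31 points in place of 4.86, and the endothelial one −3.76. The endothelial difference of −3.40 points exceeded the spread between replicates, although the nTg female library (20.7%) lay with the males. The mitochondrial limit of 5% removed from 8.65% of barcodes (Tg female 1) to 23.9% (nTg female 1). With at least 500 genes and under 1%, the endothelial, pericyte and endocardial differences were 0.893, 2.05 and 0.228 points. Those of fibroblasts (9.37) and macrophages (−0.237) kept their direction. Cardiomyocytes were then 45.1% of nuclei in the female and 62.1% in the male libraries. No share reached significance: the exact permutation p was 0.333 or more for each type, the smallest that 2 libraries against 2 can give, and the BH-adjusted p was 0.667 or more. With the nTg library among the females, the lowest exact permutation p was 0.1 for pericytes (difference −1.06 points, 3 of 3 female libraries lower, BH-adjusted 0.72), the smallest that 3 against 2 can give. The endocardial share was also lower in 3 of 3 female libraries than in both males. It was 147 of 5772, 256 of 8839 and 100 of 6296 nuclei in nTg female 1, Tg female 1 and Tg female 2. In Tg male 1 and Tg male 2 it was 267 of 7226 and 206 of 6173.

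**Figure D4:**
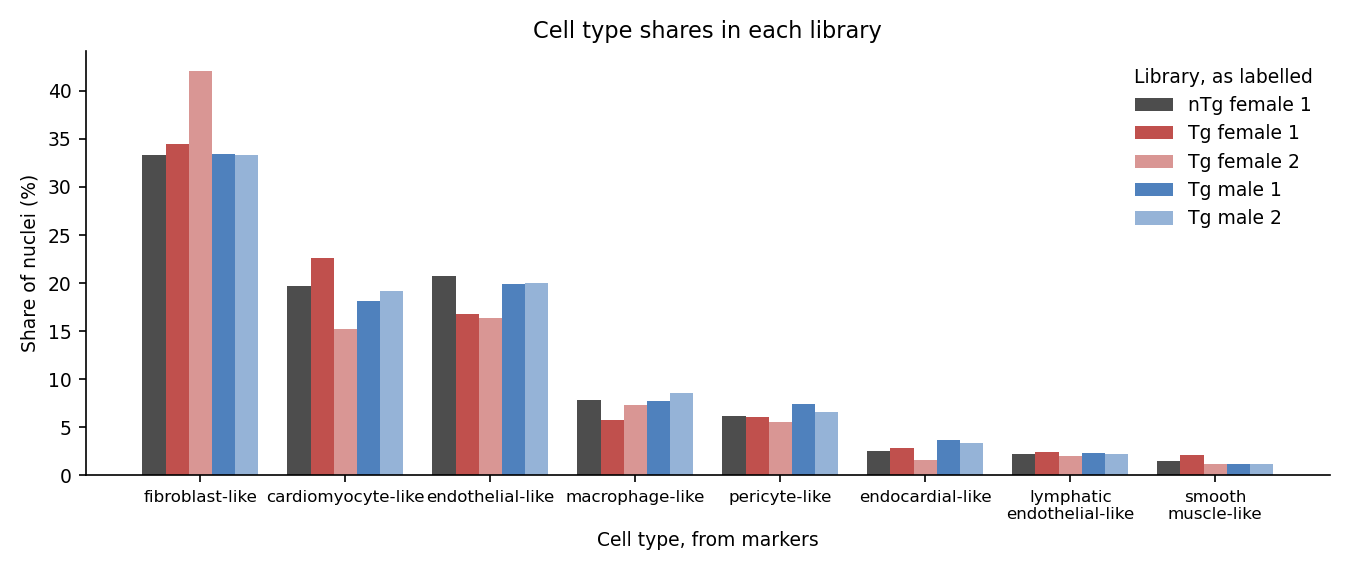
Percent of nuclei in each of the 8 larger cell types, 1 bar per library as labelled. Endothelial shares averaged 16.6% in the female and 19.97% in the male libraries, and the nTg female library had 20.7%.

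Because cyclin A2 drives the cell cycle, cardiomyocyte nuclei with S or G2M transcripts were counted after thinning. The G2M share was 5.69% ± 1.29 in the libraries labelled Tg female and 5.84% ± 0.349 in those labelled Tg male (SD, n = 2 each; exact permutation p 1), and 5.65% in the nTg library. The S share was 4.95% ± 1.104 against 5.22% ± 0.675 (exact permutation p 1), and 4.15% in the nTg library. Counting without thinning moved the G2M difference most, from −0.148 to −11.7 points, with deeper nuclei in the male libraries. With thinning it was −1.06 without Tg female 1 and 0.767 without Tg female 2. Thinned fibroblasts (16.2% and 15.6%) and endothelial nuclei (19.2% and 20.01%) had higher G2M shares, so the cardiomyocyte shares lay below those of other cell types counted in the same way. The shares need not measure division. In cardiomyocytes of nTg female 1 the G2M gene Ckap5 had 108 CPM and Mki67 1.03, so common transcripts of the set can fill the count. Differences between cell types are therefore not read as differences in division. With 2 libraries against 2, the permutation p cannot fall under 0.333, so the test could not decide on a difference at any depth.

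Nuclei of the cardiomyocyte class fell into 11 subclusters. Subclusters 8 and 9, of 59 and 51 nuclei, were led by endothelial genes such as Flt1 and by stromal genes such as Pdgfrb. Their median depths, 11624 and 10421 UMIs, were the highest of the 11, so they could be mixed nuclei or doublets that were not called, which was not tested. Between the sexes within the Tg label, no share can pass the test (exact permutation p 0.333 or more, the smallest that 2 libraries against 2 can give, BH-adjusted 0.917 or more). In 4 of the 11 (subclusters 1, 2, 4 and 7) both female libraries lay on one side of both males, where chance alone gives 1 in 3. Subcluster 1 was lower in the females by 2.81 points, by 3.98 at a resolution of 0.3 and by 3.14 with doublets kept, so a difference there is neither shown nor excluded. The 2 largest held 40.1% ± 1.91 and 20.003% ± 1.15 of nuclei in the female and 39.2% ± 4.40 and 22.8% ± 0.0403 in the male libraries. Doublets kept or a resolution of 0.3 reversed the small difference of the first (−0.696 and −2.16 points). In subcluster 5, with 222 nuclei, 100% of nuclei had a Ccna2 UMI, although Ccna2 itself was left out of the clustering. It made up 6.33% (4.98 to 7.90) of cardiomyocytes in the library labelled nTg female 1, 0 of 2003 in Tg female 1 (which allows up to 0.150%), 8.13% (6.48 to 10.0) in Tg female 2, 3.67% (2.72 to 4.83) in Tg male 1 and 2.03% (1.30 to 2.999) in Tg male 2. The difference between the sexes within the Tg label was 1.22 points (4.07% ± 5.75 against 2.85% ± 1.16), and −2.85 without Tg female 2 and 5.29 without Tg female 1.

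The genes leading this subcluster were, with Ccna2, the satellite-like transcripts Gm10800, Gm10801 and Gm21738, which have near-identical copies and cannot be placed with confidence, and Csmd3 (GRCm38 chromosome 15, 47580637 to 48792063) and Gm33838. Nuclei with at least 5 Ccna2 UMIs (113, 118, 74 and 37 in the libraries labelled nTg female 1, Tg female 2, Tg male 1 and Tg male 2) were therefore compared with nuclei lacking Ccna2, paired by library, a test chosen after the subcluster was seen. edgeR called 29 of 11907 genes, 13 up and 16 down. Gm10800 was higher by 9.50 on the log2 scale (SE 0.12, adjusted p 1.17e-47) and Csmd3 by 7.15 (SE 0.13, adjusted p 4.09e-41), both in 4 of 4 libraries. Csmd3 UMIs were in 72.6%, 80.5%, 78.4% and 91.9% of the nuclei with Ccna2, and in 2.11%, 1.36%, 2.88% and 2.38% of those without. The log2 difference was −5.30 for Fgf12 (SE 0.48, adjusted p 1.26e-11), −2.31 for Slit2 (SE 0.32, adjusted p 2.77e-06) and −1.17 for Nppa (SE 0.17, adjusted p 1.47e-05), each lower in 4 of 4 libraries. Fgf12 and Slit2 also led subcluster 7, where 2.84% of nuclei had a Ccna2 UMI, and Nppa led subcluster 3 (3.98%). The comparison did not hold the mix of subclusters equal. These falls may thus reflect which nuclei were compared, and lower expression within nuclei of the same kind is not shown.

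**Figure D5:**
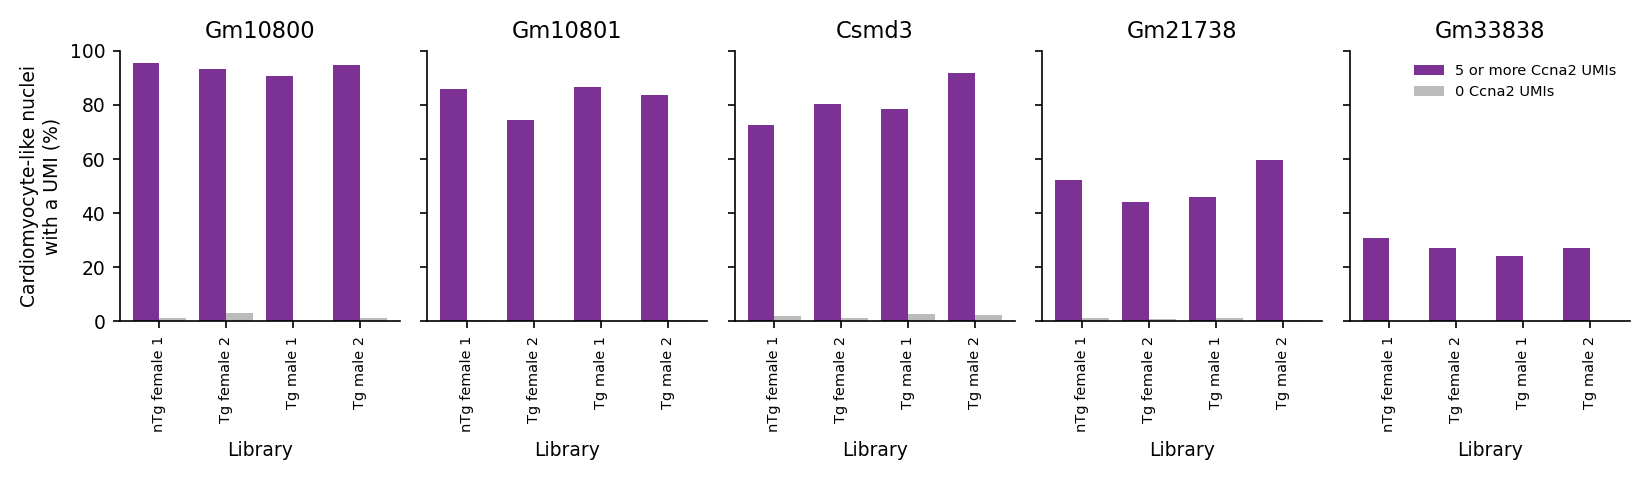
Bars give the percent of cardiomyocyte nuclei with a UMI of each transcript, in nuclei with at least 5 Ccna2 UMIs and in nuclei with 0, for the 4 libraries that had such nuclei. Gm10800 was found in 90.5% to 95.6% of the nuclei with Ccna2.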

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

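The settings for resolution, doublets and genes per nucleus were on the first list of alternatives. Measuring distances under them, and the share among nuclei outside the cardiomyocyte class, were tests chosen only after the result was seen. Over the 4 libraries labelled Tg, 22 values were examined (Ccna2 in cardiomyocytes, 8 cell type shares, 11 cardiomyocyte subcluster shares and 2 cycling shares), and a value is described here when 1 library lay apart from the other 3 by a share of the whole range beyond the 95% critical value of Dixon's test for 4 samples. Chance flags about 1 in 20 groups, so 1 of 22 such values would be no surprise, and 3 were found. The design names no group that these single libraries form, and no biological explanation was tested for any of them.

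The library labelled Tg female 2 had 42.1% of its nuclei in the fibroblast class, against 33.3% to 34.5% in the other 3 libraries labelled Tg, and its distance to the nearest was 0.870 of the range. The library also had the lowest share of cardiomyocytes. Fewer cardiomyocyte nuclei recovered would raise every other class alike, yet among the nuclei outside the cardiomyocyte class its endothelial share was 19.3% (Clopper-Pearson interval 18.3 to 20.4), below the 21.7% to 24.7% of the other 3. This argues against a loss of cardiomyocytes as the whole reason. The way the nuclei were processed may account for the distance: it fell to 0.694 of the range with called doublets kept and to 0.750 at a Leiden resolution of 0.5, and was 0.847 with at least 500 genes per nucleus. The share itself stayed the highest of the 4 under the 3 alternatives. A difference in dissection or in the recovery of nuclei from this heart was not tested.

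The library labelled Tg female 1 had 2.09% of its nuclei in the smooth muscle class, against 1.22% to 1.23% in the other 3, at a distance of 0.985 of the range. The resolution, the doublet calls and the filter on genes per nucleus as its source are argued against, since over these 3 alternatives the smallest distance was 0.901, still past the critical value. A stricter mitochondrial limit was not among them. The amount of vessel wall in the tissue of this animal, which the data cannot measure, might explain it and was not tested. The higher levels of Gxylt2, Smoc1 and Ank2 in the smooth muscle of this library, on which several sex calls rest, belong to the same nuclei.

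Cardiomyocyte subcluster 7, led by Fgf12 and Slit2, made up 1.60% of the cardiomyocytes of the library labelled Tg male 2, against 3.06% to 3.34% in the other 3, at a distance of 0.838 of the range. Under the matched clusters of the alternatives the distance was 0.375 (resolution 0.3) and 0.339 (called doublets kept), so how the nuclei were grouped may account for it. In both cases Tg male 2 stayed the lowest of the 4 libraries.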

How the results depend on the processing

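The fits that left out 1 Tg female library, and those of other cell types and gene sets without the genotype covariate or with a replicate block for other cell types, were chosen only after the data were seen. The cause of a change was not tested unless stated.

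For Ccna2 in cardiomyocytes, the 7 alternatives that could be run kept the direction, with log2 ratios (nTg over Tg) from 0.17 to 1.84 across the 4 fits that each left out one replicate. These moved by less than the SD of the log2 levels of the 4 libraries labelled Tg (4.71), which Tg female 1 makes wide. Without Tg female replicate 2, the nTg library (447 CPM) lay above each of the other 3 (0.518, 231 and 143 CPM). The number of genes apart in the nTg library ran from 19 to 32 across the same 4 fits, against 20, with 32 without Tg female replicate 1. In the comparison with the libraries labelled Tg female, 3 alternatives gave from 53 to 54 genes, against 51.

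The count of genes between the sexes in cardiomyocytes was 84 with DESeq2, 252 with no filter on low counts and 93 with a replicate block, and in the libraries labelled Tg 101, 91 and 41. The 4 Y-linked genes were among the calls each time. With at least 10 UMIs in every library the counts were 0 and 0 (948 and 959 genes at an unadjusted p under 0.05), because that filter removes Y-linked genes. Called doublets kept, stricter nuclei, thinning and no covariate gave the same 4 genes, and leaving out 1 female library gave from 4 to 5. Thus the number of calls beyond the 4 changed mainly with the tool, the filter and the replicate block. Which part of these settings added calls was not tested. Among named genes, Xist passed the threshold with no filter and with the replicate block in both fits, and Ccna2 changed direction under the replicate block (−2.03 and −2.01 on the log2 scale, neither called). The replicate numbers did not pair the libraries, so the blocked fits carry little weight. The remaining 90 values of named genes kept their direction and side of the threshold.

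In other cell types, given as endocardial, endothelial, fibroblast, lymphatic, macrophage, pericyte and smooth muscle, DESeq2 called 16, 98, 198, 12, 39, 19 and 3 genes, the filter of 10 UMIs in every library 14, 16, 54, 2, 13, 16 and 11, and the replicate block 102, 323, 292, 20, 101, 80 and 34. Fewer genes tested and the loss of sex-linked genes explain part of the drop under the filter. Without the genotype covariate the counts were 11, 6, 14, 9, 8, 6 and 5. Without that library they were 27, 25, 67, 11, 20, 11 and 6. Without Tg female replicate 1 they were 15, 6, 8, 10, 8, 6 and 19, and without Tg female replicate 2 they were 13, 6, 23, 11, 10, 7 and 59. Smooth muscle had the lowest depth, from 76 nuclei and 187516 UMIs per library, and of its 39 calls, 11 were shared with the fit without Tg female replicate 1.

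For the gene sets, the camera calls were lost under fry (0.395 for fetal cardiac genes, 0.395 for fatty acid oxidation) and under an estimated correlation (0.469 and 0.712). Without the covariate, camera's direction for the sarcomere set, never called, changed (p 0.943) while its median stayed at 0.06 and 0.05, and the median of the G2M set, also never called, went from −0.01 to 0.04. The other 23 set results kept camera's direction and call.

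Among cell type shares, the differences (female minus male, percentage points) across the 4 comparisons that each left out one replicate ran from −3.42 to 4.01 for cardiomyocytes, from −0.266 to 0.154 for lymphatic endothelium and from −0.00150 to 0.869 for smooth muscle. The other 50 values kept their direction or moved by less than the spread between replicates. They do not include the limit of 1% mitochondrial UMIs, under which the endothelial, pericyte and endocardial differences changed direction. Cycling G2M nuclei changed direction with called doublets kept (0.187) and ran from −1.06 to 0.767 across omissions, and S nuclei changed direction with at least 3 genes (0.423) and ran from −1.05 to 0.507. Subcluster 0 changed direction at resolution 0.3 (−2.16) and with doublets kept (−0.696) and ran from −2.22 to 4.005. Subcluster 5 ran from −2.85 to 5.29. Subcluster 6 changed direction at resolution 0.3 (−0.245) and with doublets kept (−0.235) and ran from −0.496 to 0.701. Without thinning the G2M and S differences kept their direction but grew to −11.7 and −13.1 points. The other subcluster and cycling values kept their direction or moved by less than the spread between replicates. With 2 libraries per sex, none of these could pass a test.

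Not run were all alternatives of the male genotype contrast, the sex contrast in nTg and the interaction, DESeq2, the gene filters, the replicate block and the covariate choice for the genotype contrasts and Ccna2, and leaving out a replicate within the Tg sex fit and the female genotype contrast, where an arm would keep 1 library. Subclusters 2 and 8 at resolution 0.3, and 8 and 9 with doublets kept, had no matching cluster.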

Other observations

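The tests of clock phase, of the neighbourhood of Csmd3, of the cell cycle in nuclei with Ccna2 and of strain variants were set out before the values they measure were seen, and those of shallower libraries, glucocorticoid signalling, a shared sex difference, the Ccna2 labels, depth or doublets, and Xist, and the comparison with the cluster led by cell-cycle genes, were chosen only after the result was seen.

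Ccna2 and the genotype labels were opposed in 2 of the 5 libraries: high in the library labelled nTg female 1 and near 0 in the one labelled Tg female 1. Free RNA or barcode swapping into the former is argued against by 110 cardiomyocyte nuclei with at least 10 Ccna2 UMIs. Too little depth in the latter is argued against by the 1932 UMIs that the lowest level of the other libraries labelled Tg (143 CPM) would have given there, against 7 counted. An exchange of the files or labels of these 2 libraries is a candidate explanation: it needs a level in nTg female 1 like that of the other libraries labelled Tg, and 447 CPM lies within their range of 143 to 820 CPM. The same values would follow from 2 separate labelling errors, or from an animal that carried the transgene without expressing it together with 1 wrong label. The sex-linked genes do not separate these cases, since both libraries are female. With the 3 duplicated matrices, the only retained library labelled nTg may thus be transgenic, so the directions by genotype in the results hold for the labels alone.

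Satellite-like transcripts (Gm10800, Gm10801, Gm21738), Csmd3 and Gm33838 accompanied Ccna2 in single cardiomyocyte nuclei of 4 libraries. Deeper nuclei or doublets are argued against by the median depths, which were at most 1.19 times as high in nuclei with Ccna2 as in those without. An active neighbourhood of Csmd3 is argued against by its 37 neighbours within 5 Mb, whose summed level was at most 1.01 times as high in the nuclei with Ccna2. A state of cell division is argued against by the thinned share of nuclei with G2M transcripts, 4.97% (2.92 to 7.84) with Ccna2 and 5.51% without, while the cluster led by cell-cycle genes had 98.5%. For S phase the pooled shares were 5.56%, 5.49% and 75.4%, but they hide 2 libraries that departed in opposite directions. These were Tg male 2, with 18.9% (7.96 to 35.2) of 37 nuclei with Ccna2 against 5.23%, and nTg female 1, with 0.885% (0.0224 to 4.83) of 113 against 5.35%. The argument therefore rests on G2M. Reads shared between near-identical satellite copies make the identity of those transcripts uncertain. Where the reads counted as Csmd3 map could not be checked from counts. Transcripts that run from the transgene into sequences beside its insertion might explain a set of unrelated genes in the same nuclei, and this was not tested, since the files hold counts and no reads.

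Xist was found in 150 of 1309 cardiomyocyte nuclei (11.5%, 9.78 to 13.3) of the library labelled Tg male 1, but in 0.338% of those of Tg male 2. Nuclei of a female animal are argued against by Y-linked transcripts, present in 86.0% (79.4 to 91.1) of the nuclei with Xist and in 88.7% of those without. Free RNA from a female sample would reach all cell types, and is argued against by the fibroblasts, where 0 of 2418 nuclei had Xist (which allows up to 0.124%), although fibroblasts have the higher level in the female libraries. Transcription of Xist in the cardiomyocytes of this animal may remain as an explanation. Reads of the overlapping Tsix and a variant of this animal were not tested, and no biological explanation was tested. The signal also widened the spread of Xist between the male libraries. Whether it raised the adjusted p of Xist in the test of sex was not tested, since no fit left out this library. With the same 5 libraries that adjusted p was 0.312 in the main edgeR fit and 0.0617 under DESeq2. It was 1.91e-09 in edgeR with no filter on low counts, so the choice of test and filter also moved it.

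A cluster of cardiomyocyte nuclei was almost limited to the libraries labelled Tg female, with 48.8% and 55.7% of their cardiomyocytes, against 2.02% in nTg female 1 and 1.15% and 1.097% in the males. Both libraries are shallower, but of 851 nuclei of the other 3 libraries with no more than 5748 UMIs, 0.940% (0.407 to 1.84) lay in the cluster, against 38.0% and 46.9% of such nuclei in the libraries labelled Tg female, which argues against depth. When cardiomyocytes were clustered alone, no subcluster was limited to these libraries. The largest held 41.5% and 38.8% of the Tg female cardiomyocytes, against 37.9% in nTg female 1 and 36.1% and 42.4% in the males. The cluster thus depended on how nuclei were grouped, and a separate cell population is not shown. Clock phase at collection cannot be told apart: of 18 pairs of a Dbp or Per arm gene and a cell type (fibroblast, endothelial), 5 had both libraries above the other 3 and 4 had both below, and genes of this arm peak at different times of day. Of all genes compared in these cell types, 19.0% and 17.5% lay above, and 9.30% and 10.9% below. Nr1d1 was above and Per2 below in both and in cardiomyocytes, so counting sides cannot decide on a shift in phase. In cardiomyocytes 2 of 10 genes of this arm were above and 2 below. Of the Arntl arm, neither of 2 expressed genes lay apart in cardiomyocytes, 1 was above and 1 below in fibroblasts, and the 1 expressed in endothelial nuclei did not lie apart. Sex stays open as part of the pattern but cannot explain why nTg female 1 lay apart from the other females. Genotype by label as the whole reason is argued against by the male libraries, also labelled Tg, at 1.15% and 1.097%. As part of the pattern it was not tested further, and neither were time of collection or a batch of the 2 libraries labelled Tg female. Measured Ccna2 in cardiomyocytes did not group these 2 libraries (0.518 and 820 CPM).

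The same 2 libraries differed from the other 3 in many autosomal genes called between the sexes. A sex difference shared by the 3 female libraries is argued against, for these calls as a set, by the side on which nTg female 1 lay: the female side for 33.5% of 212 calls, from 4.76% in endothelial nuclei to 57.6% in smooth muscle, with no calls on autosomes in cardiomyocytes. A sex effect present only in transgenic animals stays open and untested, and only if the labels hold. Measured Ccna2 did not follow the pattern. In cardiomyocytes it was 0.518 and 820 CPM in Tg female 1 and Tg female 2, which lay together, and 447 CPM in nTg female 1. Lower glucocorticoid signalling at collection may contribute. Of 20 pairs of a target gene and a cell type, 12 had both libraries below the other 3 and 0 above, where 9.30% to 11.7% of all genes lay below. A pair of these 8 targets (Angptl4 and Mt2) had been seen before, and the 6 others gave 11 of 16 pairs below. Handling, stress or time of day before collection would act in this way, and sex, genotype and batch all coincide with these 2 libraries or with part of the others.

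Some genes were at or near 0 in some libraries and well expressed in others, in several cell types: Plppr1 (GRCm38 chromosome 4, 49059273 to 49340259) in fibroblasts was 140 CPM in nTg female 1, 1.32 in Tg female 1, 84.9 in Tg female 2, 2.60 in Tg male 1 and 209.9 in Tg male 2. Olfr1033, Mrap2, Gm11290 and Slc15a2 were also picked, in cardiomyocytes and fibroblasts, each low in a different set of libraries. The explanation of strain variants segregating between the animals may hold, since these would lower a gene in every cell type of the same libraries. In macrophages and pericytes, which were not used to pick the genes, 6 of 8 expressed pairs of gene and cell type (75.0%) were low in the same libraries. The exceptions were Olfr1033 and Slc15a2 in macrophages, the latter at 116.5 CPM in Tg male 2, against 0 UMIs in its pericytes. The patterns of low libraries followed neither sex nor genotype label, and no genotype data were used here.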
